A study of Mus musculus with 8 samples.

How the data were processed

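Messenger RNA was sequenced from 8 mouse kidneys, 4 from controls and 4 from animals with a conditional knockout of Kdm1a, the gene for the histone demethylase LSD1. Per the labels' protocols, RNA came from frozen kidney tissue, polyadenylated transcripts were captured with oligo-dT beads, and libraries were built with a NEBNext Ultra kit. The age and sex of the animals, the Cre driver, the aligner, the counting program, its handling of strand and of reads that match several genes, and the genome build are not stated in the labels used here. The design text of the series speaks of H3K9me3, a histone mark, while the values analysed here are transcript counts.

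Per the file headers, the authors deposited whole-number read counts per gene together with the exon coordinates, strand and length of each gene, without normalization. Each library listed 49315 Ensembl gene IDs. A table of the whole series held the same counts, with 0 cells that differed from the values per library, and 0 entries named no gene. Symbols were found for 49056 IDs, and 259 IDs had none. Of the matched IDs, 91.4% had the same start and end as in the GRCm38 annotation (GENCODE M21). Coordinates are printed as the deposited tables give them, counted from 1. Total counts ranged from 19524945 to 28544511 per library, so 1 count stood for between 0.0350 and 0.0512 counts per 1000000 counts of the library (CPM), and the precision of low genes is limited by counting as well as by differences between animals.

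Libraries were grouped by the genotype in the labels. Counts were scaled by trimmed mean of M values (TMM), genes were kept with filterByExpr at its default settings (18485 genes), and the 2 groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with no covariate. P values were adjusted by the Benjamini-Hochberg method over all genes tested, and an adjusted p under 0.05 is termed a call. All adjusted p values of genes below come from this test unless another tool is named. Standard errors of log2 fold changes were obtained from the fold change and the F statistic of the same test. CPM values use TMM library sizes, except the CPM of Xist and the Y-linked genes, which use total counts. The log2 CPM of these genes use TMM library sizes. Kdm1a was also compared by an exact two-sided permutation test over the 70 assignments of 8 libraries to 2 groups of 4. Spearman correlations and principal components were computed from log2 CPM with a prior count of 2. For log2 ratios of germline, ovary, adrenal and fibrinogen genes, and of the called neuronal genes, a constant was added to CPM before the logarithm. This shrinks the ratios of genes with low counts. A chi-square test of the counts of each of the 28 pairs of libraries, within and between genotypes, looked for a library present more than once. The value per degree of freedom ran from 12.2 to 62.5 among controls, from 12.6 to 31.8 among knockouts and from 17.9 to 105 between genotypes, so no pair was alike within sampling noise. Control replicate 2 and knockout replicate 3 gave 18.5.

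A total of 21 gene lists, with 348 genes of which 347 were matched, were written before the data were examined. They cover Kdm1a complex partners, neuronal genes bound by the repressor REST, germline genes, genes of the cleavage-stage embryo linked to endogenous retroviruses, interferon response, tubular injury, proximal tubule, thick ascending limb, distal convoluted tubule, collecting duct principal cells, intercalated cells, podocytes, endothelium, leukocytes, fibroblasts and matrix, nephron progenitor and fetal genes, imprinted genes, cell cycle, adrenal gland, adipose tissue and red blood cells. The 19 lists with at least 5 tested genes were compared with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. The share of called genes within 20 Mb of Kdm1a was compared with the share elsewhere by Fisher's exact test, two-sided, with Kdm1a left out.

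Genes are named by a rule that was also set before the data were examined. It takes Kdm1a, then the 5 largest rises and the 5 largest falls among called genes with a mean of at least 1 CPM whose 4 knockout libraries all lie on the same side of all 4 controls. Predicted genes known only by a number, pseudogenes, Xist and Y-linked genes were passed over. It adds up to 3 members with the smallest adjusted p of each called list. Some genes that the rule picks are not reported here. Of the 37 genes so named, 15 overlap another annotated gene, 11 of them on the opposite strand only. Because the counting is not stated to use strand, reads of such neighbours cannot be excluded. Ugt3a2, Slc22a22 and Bex1 have close paralogs, and their counts are uncertain to the extent that reads match both copies.

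The alternatives tried were DESeq2 size factors in the edgeR fit, DESeq2 1.42.0, limma-voom with sample weights, no filter on low counts, a filter at a mean of 1 CPM, the replicate number as a block, a covariate for Y-linked transcripts, the table of the whole series, each library left out in turn, fry and an estimated inter-gene correlation for the lists, and windows of 5 and 50 Mb. A covariate for adrenal transcripts, and offsets for GC content and gene length, were chosen after the data were seen. The steps were tested on simulated data of 4 against 4 libraries with the observed means, depths and dispersions. In 5 simulations, the first with 18172 tested genes, a median of 221 genes were changed 2-fold. A median of 61.1% of the changed genes were called and a median of 3.42% of the calls were false. The simulated proximal tubule change was called in 5 of 5 simulations, and 1 other list was called in all of them together. Genes were simulated independently of each other. These rates therefore do not cover genes that vary together between kidneys, and do not show how often lists are falsely called here. Tables were joined with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.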

Results

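Transcript abundance was measured by messenger RNA sequencing of mouse kidney in 4 controls and 4 animals with a conditional knockout of Kdm1a. Kdm1a encodes LSD1, an enzyme that removes methyl groups from histone H3 and acts in repressor complexes with Rcor1 and histone deacetylases. A conditional allele is deleted only in cells that express a recombinase, and the labels do not say in which kidney cells this was. The question put by the series is which genes change expression when Kdm1a is lost in the kidney. The control libraries held 25329050, 21173646, 25673692 and 23221902 counts for replicates 1 to 4. The knockout libraries held 22697961, 19524945, 28544511 and 27180557 counts. Between 25070 and 26654 genes had at least 1 count in a library. The 10 most abundant genes took between 4.84% and 6.18% of the counts.

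Kdm1a (ENSMUSG00000036940, chromosome 4, 136550540 to 136602723, minus strand, GRCm38 coordinates) was examined first. Its abundance, in counts per 1000000 counts of the library (CPM), was 113 ± 4.77 CPM in the controls and 93.6 ± 1.88 CPM in the knockouts (mean ± SD, n = 4 each). All 4 knockout libraries, at 90.9 to 95.3 CPM, lay below all 4 controls, at 110 to 120 CPM. The log2 fold change was −0.27 (SE 0.05), with an edgeR adjusted p of 0.0194. The exact two-sided permutation test gave p = 0.0286, the smallest value that 4 against 4 libraries allow. Transcripts of the gene were thus lower by 17.0% and remained abundant in every knockout kidney. The counts are summed over all exons, so transcripts that lack a deleted exon are counted with intact ones. The offsets for GC content and length moved the value most, to −0.22 with an adjusted p of 0.0454. The adjusted p rose above 0.05 in 5 of the 8 fits that each left out a library, the highest being 0.0765 without knockout replicate 4. Luzp1 overlaps the end of Kdm1a on the opposite strand, and its own change was small (log2 fold change −0.09, SE 0.06, adjusted p 0.310). The predicted gene Gm12987 overlaps Kdm1a on the same strand. Its own level is not reported here, so its reads cannot be excluded.

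**Figure D1:**
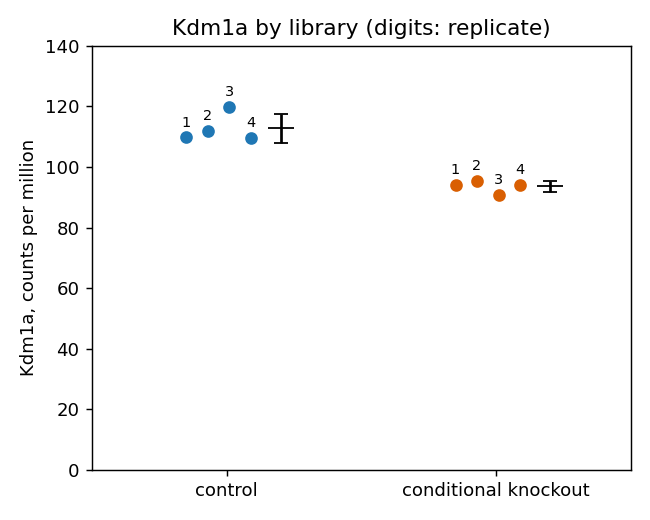
Kdm1a in CPM by library, for 4 control and 4 conditional knockout kidneys; points are libraries marked with their replicate number, and the bars show the mean and SD of each group. The knockout libraries lie between 90.9 and 95.3 CPM, below every control.

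The libraries did not separate cleanly by genotype over all tested genes. The first principal component held 62.7% of the variance and placed control replicates 1, 3 and 4 at −52.4, −55.6 and −78.7. Knockout replicates 1, 2 and 4 lay at 50.7, 68.4 and 48.3. Control replicate 2 and knockout replicate 3 lay side by side in between, at 9.56 and 9.71. Spearman correlations ran from 0.966 to 0.992 among controls, from 0.980 to 0.992 among knockouts and from 0.931 to 0.986 between genotypes. The ranges overlap.

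**Figure D2:**
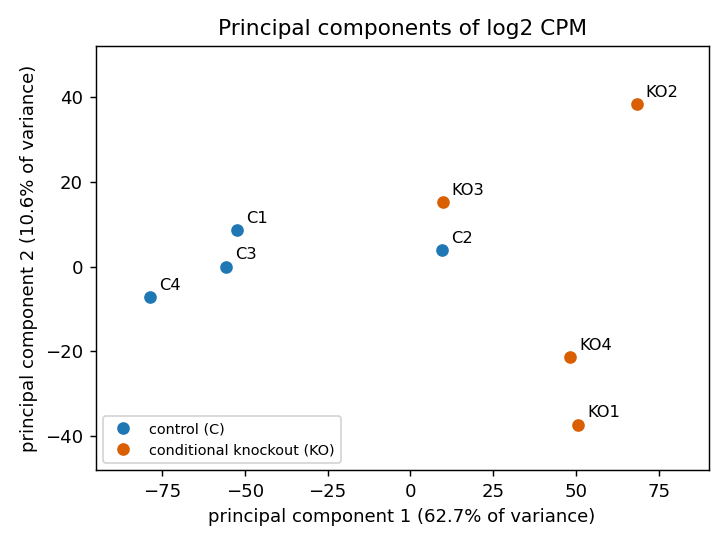
First against second principal component of log2 CPM for the 8 libraries, with axis labels giving the percent of variance; controls are marked C and conditional knockouts KO, each with its replicate number. C2 at 9.56 and KO3 at 9.71 on the first component lie between the other 3 libraries of each group.

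Sex-linked transcripts split the libraries across genotypes. Xist, which is transcribed from the inactive X chromosome, was present at 982 CPM in control replicate 2, 1132 CPM in knockout replicate 1 and 1071 CPM in knockout replicate 4. It was at 5.81 CPM or less in the other 5 libraries. Ddx3y, on the Y chromosome, was at 72.9 CPM or more in those 5 libraries and at 1.10 CPM or less in the 3 with high Xist. Kdm5d, Eif2s3y and Uty followed the same split, with Kdm5d at 39.3 CPM or more in the 5 libraries and at 0.405 CPM or less in the other 3. The controls therefore held 1 library with a female pattern and the knockouts 2. With the Y-linked level as a covariate, 2079 genes were called.

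Of 18485 genes tested, 2751 (14.9%) differed between genotypes at an adjusted p under 0.05. Of these, 1222 were higher and 1529 lower in the knockout. A total of 877 changed at least 2-fold, 332 upward and 545 downward. At this threshold rises outnumbered falls with limma-voom (1122 against 940), without control replicate 2 (1154 against 884) and without knockout replicate 4 (60 against 37). Falls outnumbered rises in every other alternative fit of the genes. At an unadjusted p under 0.05 there were 6489 genes. The groups did not overlap for 3488 of the tested genes (18.9%), where chance gives 2.86%, and 2234 of these were called. The counts depended on single libraries. Without control replicate 2, 7084 genes were called, 2038 of them at least 2-fold, and these included all 2751 genes called with every library. Without knockout replicate 4, 153 genes were called. The fits without control replicates 1, 3 or 4 or without knockout replicates 1, 2 or 3 gave 536, 374, 695, 567, 596 and 3192 calls. Among the other alternatives the count moved most with limma-voom and sample weights, which called 8302 genes. With control replicate 2 and knockout replicate 3 exchanged between the groups, 4122 genes were called. In the fits that left out a library or used limma-voom, every gene called with the full data that was tested again kept its direction.

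The largest rises among the genes named by rule were those of Miat, Ecel1, Slc30a3, Astn1 and Pax3. Miat, a long non-coding RNA (ENSMUSG00000097767, chromosome 5, 112213228 to 112229395), rose from 6.48 ± 2.78 to 94.4 ± 15.3 CPM, a log2 fold change of 3.86 (SE 0.29, adjusted p 0.00153). Ecel1 (ENSMUSG00000026247, chromosome 1, 87147655 to 87156521) rose from 0.481 ± 0.206 to 5.32 ± 2.46 CPM, by 3.46 on the log2 scale (SE 0.43, adjusted p 0.00724). Slc30a3 (ENSMUSG00000029151, chromosome 5, 31086106 to 31108237), a zinc transporter gene, rose from 1.31 ± 0.474 to 9.95 ± 1.60 CPM, by 2.92 (SE 0.26, adjusted p 0.00318). Astn1 (ENSMUSG00000026587, chromosome 1, 158362273 to 158691781) rose from 2.10 ± 0.724 to 15.2 ± 3.29 CPM, by 2.85 (SE 0.26, adjusted p 0.00318). Pax3 (ENSMUSG00000004872, chromosome 1, 78101267 to 78197134) rose from 0.274 ± 0.439 to 1.92 ± 0.389 CPM, by 2.83 (SE 0.81, adjusted p 0.0472). The call of Pax3 was lost in 7 of the 8 fits that left out a library, with an adjusted p of up to 0.130 without control replicate 1. Miat, Ecel1, Slc30a3 and Astn1 kept their calls in every alternative, with adjusted p values of at most 0.0126, 0.0342, 0.0206 and 0.0203. Miat, Slc30a3 and Astn1 overlap other annotated genes.

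The largest falls were those of Kap, Ugt3a2, Slc22a22, Acox2 and Miox, most of which are genes of the mature proximal tubule. Kap (ENSMUSG00000032758, chromosome 6, 133849851 to 133853762) went from 123 ± 109 CPM in controls to 0.610 ± 1.01 CPM in knockouts, a log2 fold change of −7.50 (SE 1.08, adjusted p 0.0108). Control replicate 2 had 25.4 CPM and control replicate 4 had 271 CPM of Kap. Ugt3a2 (ENSMUSG00000049152, chromosome 15, 9335550 to 9370955) went from 10.6 ± 7.39 to 0.0699 ± 0.0979 CPM, a change of −6.99 (SE 1.002, adjusted p 0.0104). Slc22a22 (ENSMUSG00000022366, chromosome 15, 57243767 to 57477625) had 228 counts over the controls and 3 over the knockouts. Its knockout level was 1.22% of the control level (95% exact interval for counting error 0.249% to 3.60%), with an adjusted p of 0.0130. Acox2 (ENSMUSG00000021751, chromosome 14, 8225511 to 8259353) went from 4.23 ± 2.98 to 0.0597 ± 0.0707 CPM, a change of −6.03 (SE 0.96, adjusted p 0.0128). Miox (ENSMUSG00000022613, chromosome 15, 89334398 to 89337015) went from 34.3 ± 31.5 to 0.555 ± 0.474 CPM, a change of −5.86 (SE 0.98, adjusted p 0.0134). In each of these 5 genes the 4 controls differed among themselves several-fold, and control replicate 2 was the lowest control. None of the 5 was called without knockout replicate 4, where their adjusted p values ran from 0.0518 to 0.0566.

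Of the 19 lists tested as sets, 9 were called by camera, 6 lower and 3 higher in the knockout. The proximal tubule list had a median log2 fold change of −2.87 over 21 genes (adjusted p 7.9e-20). All 21 were lower, 19 of them called over all genes tested and 21 when adjusted over the list alone. The thick ascending limb list had a median of −2.37 over 12 genes (adjusted p 1.21e-06), with 8 calls over all genes and 11 adjusted over the list alone. For the intercalated cell list the median was −1.64 over 13 genes (adjusted p 3.63e-04), with 2 genes called lower and 1 higher, or 9 and 1 adjusted over the list alone. The distal convoluted tubule list had a median of −0.70 over 10 genes (adjusted p 0.00182), of which 5 were called lower and 6 adjusted over the list alone. Podocyte genes had a median of −0.46 over 13 genes (adjusted p 0.0131), with 3 called lower and 6 adjusted over the list alone. Endothelial genes had a median of −0.44, and all 14 were lower (adjusted p 2.1e-04), with 1 called and 9 adjusted over the list alone.

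Of the 3 lists that were higher in the knockout, neuronal genes bound by REST had the largest median, 0.78 over 28 genes (adjusted p 4.17e-04), of which 4 were called, as also when adjusted over the list alone. In knockout replicates 1 and 4 their mean log2 CPM was 2.76 and 3.01, while knockout replicates 2 and 3, at 1.61 and 1.40, lay within the controls' range of 1.27 to 1.69. Fibroblast and matrix genes had a median of 0.42 over 16 genes (adjusted p 3.63e-04), with 5 called and 7 adjusted over the list alone. Imprinted genes had a median of 0.36 over 19 genes (adjusted p 2.22e-05), with 7 called and 8 adjusted over the list alone. The test by fry kept the proximal tubule, thick ascending limb and imprinted lists at an adjusted p of 0.0444, and added the Kdm1a complex partners, upward, at 0.0444. With an estimated inter-gene correlation 0 lists were called, and 1 of 19, the proximal tubule list, had an unadjusted p under 0.05 (0.0486). The counts of called genes in the lists depended on single libraries, as did the totals, while camera called each of the 9 lists in all 8 fits that left out a library, except podocytes, called in 7. In these fits the proximal tubule list had from 1 called gene, without knockout replicate 4, to 21. The thick ascending limb and endothelial lists had 0 called genes in 6 of the 8 fits, and up to 10 and 9 in the others. Podocyte and neuronal genes had 0 in 5 of the 8 and up to 6 and 13. Calls in the direction of the list ran from 1 to 6 for the distal convoluted tubule, from 0 to 9 for intercalated cells, from 1 to 11 for fibroblasts and matrix and from 2 to 13 for imprinted genes. With the adrenal covariate, 16 proximal tubule genes and 2 thick ascending limb genes were called. The distal convoluted tubule list then had 4 calls, intercalated cells 1, and podocytes, endothelium and neuronal genes 0 each. Imprinted genes had 6, and fibroblasts and matrix had 8. At least 9 lists were called by camera in 20 of the 35 possible splits of the 8 libraries into groups of 4.

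**Figure D3:**
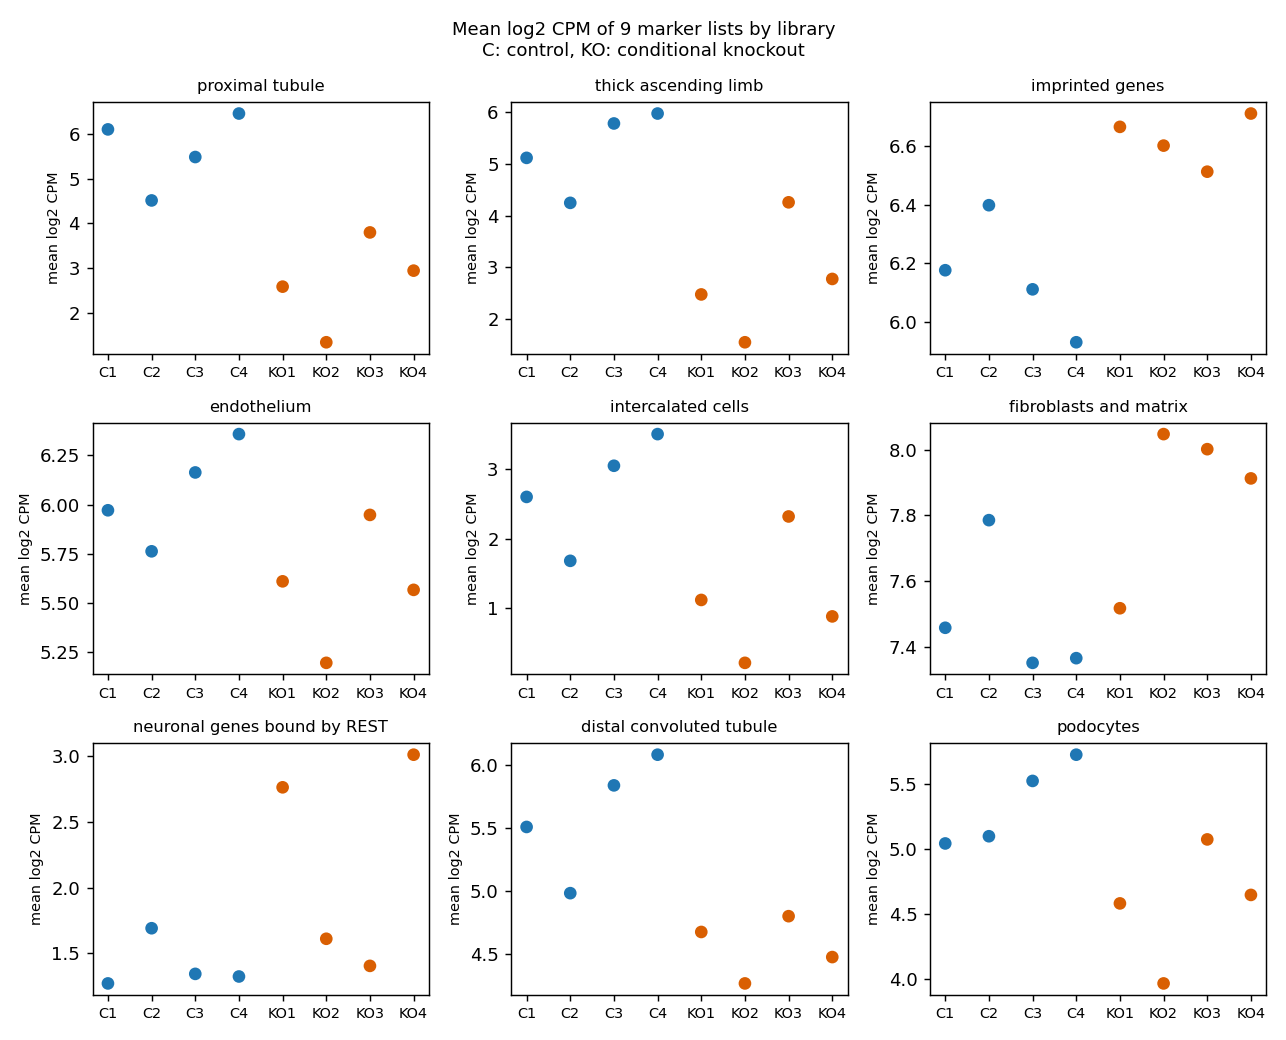
Mean log2 CPM of the tested genes of the 9 called lists, for each of 4 control (C) and 4 conditional knockout (KO) libraries; each point is a library, and each panel has its own vertical scale that does not start at 0. Proximal tubule genes lie between 4.51 and 6.46 in the controls and between 1.34 and 3.80 in the knockouts, with C2 the lowest control and KO3 the highest knockout.

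Members with the smallest adjusted p show the spread behind the tubule lists. In the proximal tubule list, Pck1 went from 137 ± 64.7 to 9.42 ± 3.51 CPM (log2 fold change −3.85, SE 0.48, adjusted p 0.00724) and Gatm from 95.8 ± 47.3 to 11.9 ± 5.82 CPM (−2.99, SE 0.45, adjusted p 0.0110). Umod, the uromodulin gene of the thick ascending limb, went from 179 ± 116 to 3.73 ± 6.06 CPM (−5.52, SE 1.16, adjusted p 0.0219). In the distal convoluted tubule list, S100g changed by −2.44 (adjusted p 0.0101), Trpv5 by −2.66 (adjusted p 0.0172) and Slc12a3 by −2.80 (adjusted p 0.0190). Among intercalated cell genes, Oxgr1 changed by −2.89 (adjusted p 0.0131) and Hmx2 by −2.90 (adjusted p 0.0419), while Jchain rose by 1.04 (adjusted p 0.0465) at under 1.2 CPM in every library. Podxl, Nphs1 and Nes of the podocyte list changed by −1.13, −1.92 and −0.46 (adjusted p 0.0300, 0.0300 and 0.0481). Emcn of the endothelial list changed by −0.77 (adjusted p 0.0382), whereas Pecam1 (−0.45) and Plvap (−0.91) were not called, at adjusted p values of 0.0632 and 0.0680. This contrast depended on the fit. Pecam1 and Plvap were both called with DESeq2, limma-voom and the replicate block, and without control replicate 2 or knockout replicate 3. They were not called together in any other alternative. Emcn lost its call with the Y-linked covariate (adjusted p 0.0641) and the adrenal covariate (0.0630). It also lost it in 6 of the 8 fits that left out a library, with an adjusted p of up to 0.112. Jchain lost its call in most alternatives, among them DESeq2 (adjusted p 0.0554) and the fit without control replicate 4 (0.128).

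In the fibroblast and matrix list, Pdgfra went from 184 ± 27.4 to 344 ± 17.3 CPM (log2 fold change 0.90, SE 0.10, adjusted p 0.00575), Fbn1 changed by 0.53 (adjusted p 0.0192) and Mmp2 by 0.41 (adjusted p 0.0217). Among imprinted genes, Nnat went from 51.6 ± 2.43 to 93.0 ± 16.2 CPM (0.85, SE 0.12, adjusted p 0.00863), Sgce changed by 0.49 (adjusted p 0.0112) and Asb4 by 0.82 (adjusted p 0.0179). With the GC and length offsets the change of Sgce was 0.16 and no longer called (adjusted p 0.275). In the neuronal list, where knockout libraries differed widely, Bex1 changed by 0.35 (adjusted p 0.0287), Scn3b by 2.85 (adjusted p 0.0311) and Nefh by 0.84 (adjusted p 0.0423). With the adrenal covariate their log2 fold changes were 0.35, 2.04 and 0.74, and the calls were lost, at adjusted p values of 0.0566, 0.0830 and 0.0899. The neuronal list itself was still called by camera with this covariate (median 0.51, adjusted p 0.0149).

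The other 10 lists tested were not called. Adrenal genes had the largest median of these, 3.68 over 11 genes (adjusted p 0.0808), with 0 genes called over all genes or adjusted over the list alone and 6 at an unadjusted p under 0.05. Their mean log2 CPM was 7.02 in knockout replicate 1, 4.66 in knockout replicate 4, 3.28 in control replicate 4 and between 0.37 and 1.17 in the other 5 libraries. The list was called without control replicate 4 (adjusted p 0.0150), without knockout replicate 2 (8.63e-04) or without knockout replicate 3 (0.00666). Germline genes had a median of −0.84 over 10 genes (adjusted p 0.925), with 0 called over all genes or adjusted over the list alone. Only 1 had an unadjusted p under 0.05, and it was the only member that rose. The negative median rested on control replicate 2, where the list stood at 2.85 log2 CPM. It stood at −0.13 to 0.15 in the other controls and 0.67 to 0.88 in the knockouts. Without control replicate 2 the median was 0.78 and the list was called upward (adjusted p 0.0315), with 9 of 10 genes higher and 3 called.

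**Figure D4:**
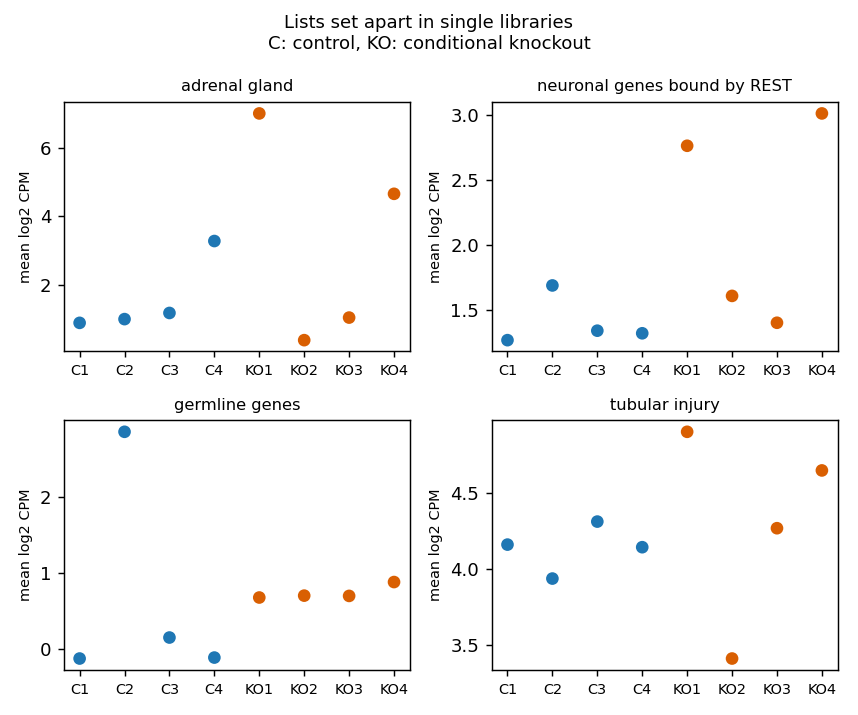
Mean log2 CPM of the adrenal, neuronal, germline and tubular injury lists in each of 4 control (C) and 4 conditional knockout (KO) libraries; each point is a library, and each panel has its own vertical scale that does not start at 0. Germline genes stand at 2.85 in C2, and adrenal genes at 7.02 in KO1, 4.66 in KO4 and 3.28 in C4.

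The remaining lists moved less. Median log2 fold changes were 0.42 for red blood cell genes (adjusted p 0.0828), 0.39 for interferon response (adjusted p 0.213), 0.18 for nephron progenitor and fetal genes (adjusted p 0.328) and 0.03 for leukocyte genes (adjusted p 0.336). They were −0.04 for cell cycle genes (adjusted p 0.336), 0.06 for Kdm1a complex partners (adjusted p 0.336), 0.24 for tubular injury (adjusted p 0.336) and −0.55 for collecting duct principal cells (adjusted p 0.367). Single libraries decided several of these. The interferon list was called upward without knockout replicate 4 (adjusted p 3.58e-04), red blood cell genes upward without knockout replicate 2 (0.00170) or 3 (0.0484), tubular injury genes upward without knockout replicate 2 (0.0380) and principal cell genes downward without knockout replicate 3 (8.91e-04). Called over all genes were 1 red blood cell gene, 1 interferon gene, 5 nephron progenitor genes (2 higher and 3 lower), 5 leukocyte genes (3 higher and 2 lower), 0 cell cycle genes, 4 partner genes (3 higher and 1 lower), 4 injury genes (3 higher and 1 lower) and 2 principal cell genes, both higher. Adjusted over the list alone, the counts were the same except for leukocytes (5 higher and 2 lower) and partners (5 higher and 3 lower). In the cell cycle list, 3 genes had an unadjusted p under 0.05. The list for the cleavage-stage embryo had 3 tested genes and the adipose list 4, too few for a set test, with 0 called in either and 1 and 2 genes at an unadjusted p under 0.05.

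A conditional allele can carry linked variants from another mouse strain, so the neighbourhood of Kdm1a was examined. Within 20 Mb, 89 of 601 tested genes were called (14.8%), against 2661 of 17883 elsewhere (14.9%). The odds ratio was 0.994 (95% interval 0.782 to 1.25), with p = 1 in Fisher's exact test. In the same exact test, windows of 5 and 50 Mb gave odds ratios of 1.07 (p = 0.755) and 0.980 (p = 0.877). No excess of called genes around Kdm1a was detectable.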

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

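The tests of sex and of induction by genotype were chosen after the results were seen, while the genes of the further ovary and adrenal lists were written down before their values were looked at. In 124 groups of 4 libraries, covering the named genes, the lists, Kdm1a, sex-linked transcripts, totals and the first component, 10 groups had a library whose gap to the nearest other was, as a share of the group's range, above Dixon's 95% critical value. Chance gives this in about 1 in 20 groups.

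Several of these values stood in control replicate 2. Xist was at 9.91 log2 CPM there, against 1.46 to 2.73 in the other controls, and the mean of the Y-linked genes was at −0.11, against 5.67 to 5.71. This is the pattern of a single female kidney among 3 male ones, and no other explanation was tested. Ecel1 was at −0.20 log2 CPM in that library, against −1.16 to −1.04, below every knockout library.

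The germline list stood at 2.85 log2 CPM in control replicate 2, against −0.13 to 0.15 in the other controls. In that library Sycp3 had 10.9 CPM, Smc1b 14.4 CPM and Ddx4 7.05 CPM. The sex of the animal alone is argued against, since the other 2 libraries with high Xist had the list at a median log2 ratio of only 0.38 over the libraries with low Xist, where control replicate 2 had 2.69. RNA from a fetal ovary carried along with the kidney is a candidate explanation. In a further list of 14 genes of fetal ovary and germ cells, 12 had their highest CPM in control replicate 2, with a median log2 ratio of 2.28 over the median of the other libraries. The most abundant of these in that library were Rec8 at 25.8 CPM, Sycp1 at 13.1 CPM, Taf7l at 10.9 CPM, Mael at 8.81 CPM and Dazl at 7.60 CPM. Of the 14 genes, 6 also belong to the germline list, and 6 of the 8 that do not were highest there too. The 2 exceptions, Dmc1 and Rec8, were highest in knockout replicate 2, and are the only ones of the 14 at a median of 1 CPM or more in the other libraries. Both were higher in every knockout than in every control. Dmc1 was at 9.03 to 11.1 CPM in the knockouts and 1.86 to 4.96 CPM in the controls. Rec8 was at 34.5 to 50.7 CPM in the knockouts and 17.5 to 25.8 CPM in the controls. No explanation besides sex and fetal ovary was tested, so whether these transcripts came from ovary or from another source stays open.

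In the knockouts the germline list was at 0.88 in replicate 4, against 0.67 to 0.70 in the other 3, a gap that is small beside the distance to control replicates 1, 3 and 4. No explanation was tested for it.

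The adrenal list was at 3.28 log2 CPM in control replicate 4, against 0.88 to 1.17 in the other controls, and higher still in knockout replicates 1 and 4. Induction by the genotype in all knockouts is argued against, since knockout replicates 2 and 3 had a median log2 ratio of −0.49 over controls 1 to 3. Knockout replicates 1 and 4 are also the knockouts with high Xist, so an induction limited to such libraries is not addressed by this value. Control replicate 4 had low Xist. With the Y-linked covariate the median log2 fold change of the adrenal list was 0.27, against 3.68 without it. Adrenal tissue left on some kidneys may account for the high values of the list. Of 10 further adrenal genes, 7 had their highest CPM in knockout replicate 1, and the other 3 in knockout replicate 4. Their median log2 ratio over controls 1 to 3 was 2.53 in knockout replicate 1, 1.94 in knockout replicate 4, 0.22 in control replicate 4, 0.02 in knockout replicate 2 and 0.17 in knockout replicate 3. The separation of control replicate 4 in this list rests on few genes, among them Cyp11b1 at 21.6 CPM, against 0.202 CPM or less in the other controls. Of the 10, 2 belong to the first adrenal list, and 4 are at 1 CPM or more in the libraries without the signal. In knockout replicate 1, Cyp21a1 reached 694 CPM, Star 613 CPM, Cyp11b1 370 CPM and Cyp11a1 343 CPM.

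The other 4 values concern single named genes. Slc22a22 was at −2.10 log2 CPM in knockout replicate 2 because the other 3 knockout libraries held no count. Pck1 was at 2.12 in knockout replicate 2, against 3.38 to 3.60 in the other knockouts, and that library also had the lowest level of the proximal tubule list. Mmp2 was at 7.58 in knockout replicate 1, against 7.84 to 7.88, and Bex1 was at 5.75 in control replicate 3, against 5.54 to 5.55. No explanation was tested for these.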

How the results depend on the processing

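The covariate for adrenal transcripts and the offsets for GC content and length were chosen after the data were seen, and the other alternatives before the data were examined. The log2 fold change of Kdm1a kept its sign throughout, between −0.29 and −0.22, and its adjusted p ran from 4.48e-05 with DESeq2 to 0.0765. Over the 8 fits that each left out a library its log2 fold change ran from −0.29 to −0.24. The adjusted p was 0.0550 without control replicate 1, 0.0675 without control replicate 3, and 0.0543, 0.0529 and 0.0765 without knockout replicates 1, 2 and 4. These fits have fewer libraries.

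The number of called genes moved by more than 1.5 times from 2751 in 3 alternatives with all libraries. It was 4506 with DESeq2, 8302 with limma-voom and sample weights, and 1458 with the adrenal covariate, and the cause was not tested. Of the 2751 genes, 2744 were called again by DESeq2, 2749 by limma-voom and 1386 with the adrenal covariate. It ran from 153 to 7084 across the 8 fits that each left out a library, the lowest without knockout replicate 4 and the highest without control replicate 2. For changes of at least 2-fold the count was 2062 with limma-voom in place of 877, and ran from 97 to 2038 across the same 8 fits. Without knockout replicate 3 there were 3192 calls, 1236 of them at least 2-fold, so fewer libraries did not always mean fewer calls. The share of calls that fell was 55.6% with all libraries, 57.0% with DESeq2 size factors, 28.1% without knockout replicate 4 and 37.2% without knockout replicate 1. The median log2 fold change of all genes shifted by less than 0.1 under every scaling. Among the 2751 genes, 4 changed sign with the GC and length offsets and 0 in the other alternatives.

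For the lists, 9 were called by camera, 4 by fry and 0 with an estimated correlation, where 1 of 19 had an unadjusted p under 0.05. The cause was not tested beyond the construction of these tests. Both alternatives allow for more correlation between genes of a list. In addition, fry asks whether the genes of a list change at all, while camera compares them with the other genes. Leaving out libraries gave between 9 and 12 called lists. The podocyte list lost its call with limma-voom (adjusted p 0.0610) and without control replicate 2 (adjusted p 0.0569). The adrenal list gained a call with DESeq2, without the filter, with the filter on mean CPM, and in 3 fits that left out a library. The interferon list gained a call with the Y-linked covariate (adjusted p 0.00756), with the adrenal covariate (0.00843) and without knockout replicate 4. Red blood cell genes gained a call with limma-voom (0.0338), without the filter (0.0319) and without knockout replicate 2 or 3. Tubular injury gained a call without knockout replicate 2, principal cell genes without knockout replicate 3, and germline genes without control replicate 2. No list called with all libraries changed direction. The window around Kdm1a held no excess in any alternative, with p from 0.158 to 1.

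Apart from the counts, the named genes other than Kdm1a changed their side of the threshold in 30 of 358 cases with all libraries, 23 weaker and 7 stronger, and in 109 of 288 cases with a library left out, 105 weaker and 4 stronger. None changed direction.

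With the replicate number as a block, 3229 genes were called, 1066 of them at least 2-fold, 9 lists were called, the Kdm1a log2 fold change was −0.27 and the log2 odds ratio of the window was −0.18. The correlations of the deviations from the group means, between libraries with the same number, were −0.11, 0.33, 0.23 and −0.06 for replicates 1 to 4. Libraries deviated together to a degree for replicates 2 and 3 and not for 1 and 4, so the numbers were not taken to mark pairs.

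Depth limits the genes with the largest falls, several of which hold few counts in the knockouts. The size of their change is less certain than its direction.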

Other observations

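The counts over other splits, the GC and length offsets, and the further ovary, adrenal, liver and sterol genes were set before their results were seen. The tests of mislabelling, exchanged labels, dilution, cell number, developmental stage and the neuronal list, and the set test of the sterol genes, were chosen after.

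The 8 libraries can be split into 2 groups of 4 in 35 ways. In 2 of the 35 splits, the split by genotype included, at least 2751 genes were called, and in 2 of 35 at least 877 genes were called with a change of at least 2-fold. The other such split exchanges control replicate 2 with knockout replicate 3, and gave 4122 calls, 1091 of them at least 2-fold. The median over the 34 other splits was 0 calls, and 2 of these 34 had any. For the lists, 20 of 35 splits gave at least 9 called lists, up to 15 in another split, so the number of lists called by camera does not set the genotypes apart from other groupings of these kidneys. For the window around Kdm1a the p was 1, so all 35 splits had to give a p as small, and that count decides nothing.

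Control replicate 2 lies away from the other controls along the direction that separates the genotypes. Its proximal tubule genes had a median log2 ratio of −1.61 and its thick ascending limb genes −1.53 over the other controls. Among 1958 genes that were called without that library, changed at least 2-fold and were also tested with all libraries, it lay nearer the controls for 28.2%. A mislabelled knockout is a possible explanation, against which Kdm1a argues. It was at 112 CPM in control replicate 2, and at 90.9 to 95.3 CPM in the knockouts. Labels exchanged with knockout replicate 3 are argued against likewise, since that library had 90.9 CPM of Kdm1a, the lowest of all 8. These arguments rest on a gene whose groups differ by 17.0%. In a fit without both libraries, 2377 genes were called with a change of at least 2-fold. For those that rose, control replicate 2 lay 76.2% and knockout replicate 3 lay 73.4% of the way from the other controls to the other knockouts. For those that fell the shares were 54.7% and 54.3%. Of these genes, 96 placed control replicate 2 within 25% of the way from the controls and knockout replicate 3 beyond 75%, and 83 did the opposite.

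Dilution by RNA of another tissue is argued against as the whole source of the low tubule genes in control replicate 2, since it would lower every kidney gene by the same factor. Of the 17 nephron progenitor and 13 podocyte genes, only 2 and 3 had a log2 ratio there of −0.81 or lower, which is 0.5 times the median of the proximal tubule list. The same holds for the low proximal tubule genes of the knockouts, where 5 of the 30 genes had a log2 fold change of −1.44 or lower, again 0.5 times the median. Another tissue can express some of these genes itself, and a smaller share of its RNA stays open.

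A difference in the developmental stage of the kidneys may contribute to the contrast between genotypes. If control replicate 2 differed from the other controls in stage alone, and the knockouts lay further along the same axis, it would lie part of the way to the knockouts. This would hold for genes that rose and for genes that fell, but the parts need not be equal, since genes can change at different rates. In the fit without that library it lay 84.9% of the way for the 1115 genes that rose, as a median, and 57.7% of the way for the 843 genes that fell. The shares differ, which does not count against stage. Both are large, and age is not given in the labels, so stage and genotype cannot be told apart for these genes.

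Fewer proximal tubule cells at unchanged expression per cell would lower all markers by the same factor, if no other cells expressed them. Log2 fold changes of the 21 markers ran from −5.86 to −0.69, with an interquartile range of 0.85, and for 9 of them the level relative to the mean of the list separated the genotypes completely, where chance gives 2.86% of markers. Expression of some markers in other cells could also give such differences, and these data do not show it. Loss of cells and lower expression per cell therefore cannot be told apart for this list.

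The neuronal list was higher in the knockout, and adrenal medulla or other nerve tissue in knockout replicates 1 and 4 may explain most of it. Those are also the knockouts with high Xist, so contrasts between them and knockout replicates 2 and 3 follow sex as well. With the Y-linked covariate the median log2 fold change of the list was 0.57, and camera still called it (adjusted p 0.00181). In knockout replicates 2 and 3 the median log2 ratio of the 28 genes over the 4 controls was 0.00384, against 1.14 in knockout replicates 1 and 4. In those libraries Chga had 66.8 and 47.8 CPM, against 6.32 CPM or less elsewhere. With the adrenal level as a covariate, the 24 genes of the list that were not called had a median log2 fold change of 0.46, against 0.65 without it, so this covariate, which follows mostly adrenal cortex, leaves the question open for them. With the same covariate the list was still called by camera (median 0.51, adjusted p 0.0149), which goes against adrenal tissue that follows this covariate as the whole cause, but with its preset correlation this test also called many lists in other splits of the libraries. With it 0 of the 28 genes were called and 6 had an unadjusted p under 0.05, while the median log2 fold change of the 4 called genes was 1.31, against 1.39 without it. For these 4 genes, the median log2 ratio of knockout replicates 2 and 3 over the controls was 0.73, and it was −0.11 for the 24 others. The first value was taken after a constant was added to CPM and the second from log2 CPM with a prior count of 2. The scales thus differ slightly. Bex1 had 55.0 and 66.8 CPM in knockout replicates 2 and 3, where adrenal genes were at or below the level of controls 1 to 3, against 46.4 to 53.7 CPM in the controls, and its highest value was that of knockout replicate 3. Nefh had 1.81 and 1.56 CPM there, against 1.32 CPM or less in the controls. These values go against adrenal tissue as the whole cause for Bex1 and Nefh. However, the genes were called in a fit that holds both libraries, which favours such values. Both libraries lay above all controls in 2 of the 28 genes and below them in 1, where chance gives each in 1 of 15 genes, or 1.87 of 28. So adrenal tissue and an effect of the genotype cannot be told apart for the 4 called genes.

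Fibrinogen genes were high in knockout replicates 1 and 4, which are also the knockouts with high Xist. Fga was at 32.0 and 16.9 CPM, Fgb at 37.5 and 18.5 CPM, and Fgg at 26.0 and 13.2 CPM. Their median log2 ratio over knockout replicates 2 and 3 was 4.41. RNA from liver is a candidate explanation. Of 12 liver genes, 8 were higher in both libraries than in each of the other 6, with Alb at 89.3 and 82.4 CPM against 7.09 CPM or less elsewhere, and Ahsg at 41.6 and 38.2 CPM. However, Ttr had 3.80 and 4.35 CPM there, against 10.2 to 81.4 CPM in the controls, and Afp, Serpina1b and Fabp1 were also below at least 1 control. Fabp1, at 0.380 and 0.0360 CPM, was lower than in knockout replicates 2 and 3, at 1.21 and 0.934 CPM. Of the 12 genes, 9 have a median of 1 CPM or more in the controls. These data do not show how much of each gene liver would bring, so RNA from liver and a response of the kidney itself cannot be told apart for the fibrinogen genes.

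Genes of sterol synthesis were lower in the knockout. Of 16 genes listed after a few others of the pathway had been noticed, 15 were lower and 15 were called, with a median log2 fold change of −0.77. Dhcr7 was the exception, at 53.6 CPM in knockout replicate 1 and 14.5 to 31.5 CPM in the other 7 libraries. A lower share of proximal tubule RNA may account for this. With the level of the proximal tubule list as a covariate, the median was −0.19, 15 of 16 were still lower, and 0 genes of all tested were called, with 1137 at an unadjusted p under 0.05. Tested as a set with camera of limma beside the 19 other lists, the 16 genes were still lower, with an adjusted p of 0.00160 against 2.28e-13 without the covariate, which goes against the share of proximal tubule RNA as the whole cause. With its preset correlation this test also called many lists in other splits of the libraries, and the covariate follows the genotypes closely, so the explanations cannot be told apart for these genes.

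A trend with GC content or gene length between libraries is argued against as the cause of the called genes. With offsets for both, 82.7% of the called genes were called again.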
